A study of Danio rerio with 12 samples. Its data were reported in "The TGFβ/Notch axis facilitates Müller cell-to-epithelial transition to ultimately form a chronic glial scar" (2021).

How the data were processed

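RNA was measured in Müller cells, the main glial cell type of the retina, sorted from the retinas of adult gfap:gfap-GFP zebrafish of 6 to 9 months. In this line these cells carry a green fluorescent protein. The study states that it sorted only cycling cells, meaning those in G2/M phase, from injured and uninjured retinas. Retinas were injured with a laser of 532 nm (70 mW for 100 ms, 20 burns of about 50 µm each), and cells were sorted at day 1, day 3 and day 7. Libraries were prepared from sorted cells with the Smart-seq2 protocol, which amplifies full-length cDNA and carries no molecular identifiers. The study gives the sequencing depth as about 20 Mio reads for each sample. This depth is called planned here, since the number of reads truly sequenced was not used. The 12 samples were put into 4 groups of 3 from their titles, namely neg, day 1, day 3 and day 7. The study describes the controls of its RNA sequencing as cycling Müller cells of uninjured retinas, and the sample titles say only neg. Its methods name intact tissue around the lesions as negative control where they describe eyes with 4 burns.

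The deposited values are whole-number counts of reads per gene identifier, 1 file per sample, without normalization. According to the study's methods, the authors trimmed reads with Trimmomatic, aligned them with STAR and counted them per gene with featureCounts, with a minimum mapping quality of 10, multi-mapping reads allowed at their primary alignment only, and reads that overlap several genes included. A read in overlapping genes can therefore enter the count of more than one identifier. How many multi-mapping reads passed the minimum mapping quality is not known here. The methods name an Ensembl zebrafish assembly for the zebrafish samples and a mouse assembly for the mouse samples. In the deposited zebrafish count files, however, all 25700 identifiers had the prefix of mouse Ensembl genes and 0 had the zebrafish prefix. The identifiers were compared with a table of 29201 zebrafish gene names and 0 matched. The files do not pair identifiers with names, so identifiers are given as the files hold them, and no coordinates or annotations are given.

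Because of these identifiers, part of the planned work could not be run. This concerns 16 tests of lists of zebrafish genes (epithelial, Notch, TGFβ and cell cycle genes), the share of rod and cone transcripts per library, its use as a covariate, and the removal of mitochondrial genes. The rule for naming genes, fixed before the data were examined, asked for a gene symbol and an adjusted p-value under 0.05, or for membership of those lists. No identifier met it. The 4 identifiers whose changes are described were chosen after their values were seen.

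Comparisons used edgeR 4.0.16 in R 4.3.3, with TMM scaling, the default filter on low counts (minimum count 10, minimum total 15), robust quasi-likelihood fits (glmQLFit, glmQLFTest) over all 12 libraries and Benjamini-Hochberg adjustment at 0.05. Each day was compared with neg, the days were compared with each other, and an F-test asked for any difference between the 4 groups. The standard error of a log2 fold change was derived from its quasi-likelihood F statistic. Similarity of libraries was measured as the Pearson correlation of log2 CPM (counts relative to the total of the tested identifiers in each library times its TMM factor, prior count 2), and its relation to the groups was tested with an exact one-sided permutation test over all 15400 distinct partitions of the libraries into 4 groups of 3. Library totals, the share of counts of single identifiers and the number of identifiers at equal depth were compared with exact permutation tests, two-sided between pairs of groups, with Benjamini-Hochberg adjustment over the 12 tests of that family. Library totals entered these tests as log10 values. With 3 libraries against 3, the smallest possible exact p-value is 0.1. The number of identifiers at equal depth was the number expected in a random draw of 38936 counts, the smallest library total. Correlations across libraries had 100000 permutations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for these steps.

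The depth of a library was its total count. Shares of single libraries have Wilson 95% intervals, and the smallest share a library could show was taken as 3 counts of its total. Intervals and floors cover counting error only, since amplified reads are not independent molecules. Within groups, the 12 pairs of libraries differed by more than counting noise (chi-square per degree of freedom from 9.73 to 49.2), and each library was treated as 1 replicate.

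The edgeR steps were tested on simulated data with the means and library totals of the real files and 200 changed genes. These were drawn from the tested identifiers and changed at day 7 only, and the pairwise test was day 7 against neg. All libraries shared the same pooled proportions, so differences in composition were not simulated. At a simulated 2-fold change, 0% of the 164 changed genes that passed the filter were recovered by the pairwise test among 1681 tested genes, and 1 by the F-test over the groups. At 4-fold, 58.3% of 175 were recovered among 1399 tested genes, with 5 unchanged genes called. At 8-fold, 76.1% of 176 were recovered among 1661 tested genes, again with 5 unchanged genes called.

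Alternatives chosen before the data were examined were DESeq2 size factors in edgeR, library totals without TMM, no filter on low counts, a mean of at least 50 counts, a non-robust fit, fits of only the 2 groups compared, a replicate block, an adjusted p-value under 0.01, an added minimum log2 fold change of 1, DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, and leaving out each library in turn. For the separation of groups they were other scalings, the 500 most variable identifiers, Spearman correlation, a mean of at least 50 counts, and each library left out. The pairing of samples for the block came from the replicate numbers in the sample titles, although samples of different days come from different fish, which the labels do not state for neg. Further alternatives were chosen after seeing the data. They left out the 20 identifiers with the most counts, thinned all libraries to the smallest total, or took a share over tested identifiers.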

Results

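To follow the response of Müller cells to a focal laser injury, RNA was sequenced from cycling cells sorted from zebrafish retinas. These were taken at day 1, day 3 and day 7 and from negative controls (neg). Each of the 4 groups held 3 libraries. The deposited counts were assigned to 25700 mouse gene identifiers, although the samples are labelled zebrafish. Of these identifiers, 10852 had 0 counts in every library, 14848 were counted at least once and 2383 were counted in all 12 libraries.

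Library totals were small. They ranged from 38936 to 172322 counts with a median of 80193.5, which was 0.195% to 0.862% of the planned 20 Mio reads. The neg libraries held 49411, 68583 and 38936 counts for replicates 1, 2 and 3. At day 1 the totals were 42463, 65809 and 81785. At day 3 they were 172322, 123479 and 93336, and at day 7 they were 87403, 78602 and 99142. The smallest share that could be shown, 3 counts of the total, was between 0.00174% and 0.00770% of a library.

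The mean total was 52310 ± 15035 counts in neg, 63352 ± 19776 at day 1, 129712 ± 39860 at day 3 and 88382 ± 10305 at day 7 (SD, n = 3 each). On log10 totals, the difference between the 4 groups had an exact permutation p of 0.0129, and of 0.155 after adjustment over 12 tests of library measures. Most of these 12 tests compared pairs of groups and cannot fall under 0.1, which makes the adjustment strict. Day 3 and day 7 totals all lay above the neg totals, with an exact p of 0.1 for each, the smallest this design allows, and of 0.4 after adjustment. The exact p for day 1 against neg was 0.5.

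**Figure D1:**
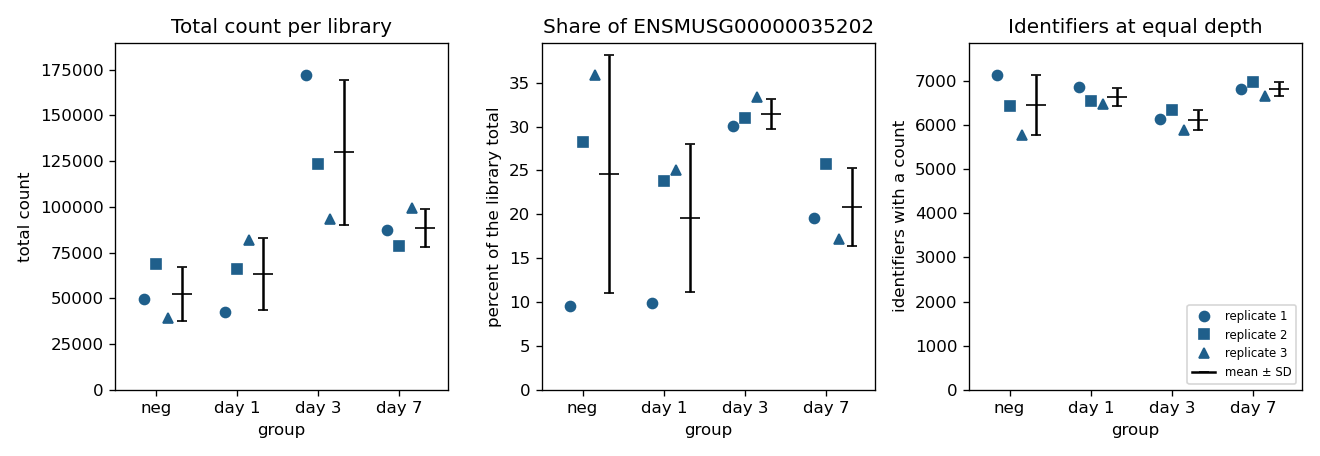
Total count, share of ENSMUSG00000035202 in percent and number of identifiers at equal depth (38936 counts) for each of the 12 libraries, by group; symbols stand for replicates 1 to 3 and black bars for mean ± SD. Totals rise from a mean of 52310 counts in neg to 129712 at day 3, while the share of the identifier spans 9.55% to 35.9% within neg alone.

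A single identifier, ENSMUSG00000035202, accounted for 25.4% of all counts. Its share ranged from 9.55% (Wilson 95% interval 9.29% to 9.81%) in neg replicate 1 to 35.9% (35.5% to 36.4%) in neg replicate 3. The group means were 24.6% ± 13.6 in neg, 19.5% ± 8.41 at day 1, 31.5% ± 1.71 at day 3 and 20.8% ± 4.40 at day 7 (SD, n = 3 each). Over the 4 groups these means did not differ beyond the spread between replicates (exact permutation p 0.348, adjusted 0.655). The day 3 shares, 30.0% to 33.4%, all lay above those of day 1 and day 7, of which the highest was 25.7%, with an exact p of 0.1 for each, the smallest this design allows, and within the range of neg. Over the counts of the tested identifiers only, the means rose in every group, to 34.9% in neg, 27.8% at day 1, 43.3% at day 3 and 30.0% at day 7.

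At an equal depth of 38936 counts, 6461 ± 685 identifiers were expected in neg, 6632 ± 204 at day 1, 6124 ± 224 at day 3 and 6826 ± 167 at day 7 (SD, n = 3 each). The exact permutation p over the 4 groups was 0.227, and 0.655 after adjustment.

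The similarity of libraries was then compared with their grouping. Pairs of libraries from the same group correlated with a mean Pearson r of 0.647 (12 pairs, 0.523 to 0.747), and pairs from different groups with a mean r of 0.633 (54 pairs, 0.526 to 0.698), both across identifiers. The mean distance between groups exceeded that within groups by 0.0138, and 679 of the 15400 partitions of the libraries gave a value as large (exact permutation p 0.0441). Of the settings that kept all libraries, a minimum mean of 50 counts moved the p-value most (exact p 0.136). No sequencing batch was given in the labels that could be set against the groups.

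To ask which identifiers changed after injury, each day was compared with neg over 1461 identifiers that passed the filter on low counts and held 70.3% of all counts. Their median mean count was 12.3 per library, and the biological coefficient of variation was 0.456. For 627 of them (42.9%), the variation within groups did not exceed counting noise. TMM scaling factors ranged from 0.695 to 1.446.

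No identifier reached an adjusted p-value under 0.05 in edgeR at any day. At day 1 against neg the count was 0, with 97 identifiers at an unadjusted p under 0.05 and a smallest adjusted p of 0.695. At day 3 against neg it was 0, with 99 at an unadjusted p under 0.05 and a smallest adjusted p of 0.613. At day 7 against neg it was 0, with 100 at an unadjusted p under 0.05 and a smallest adjusted p of 0.232. About 73 of 1461 identifiers would fall under 0.05 if the p-values were evenly spread. Without the filter on low counts, which moved these counts most, 14, 15 and 19 identifiers were called at day 1, day 3 and day 7.

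**Figure D2:**
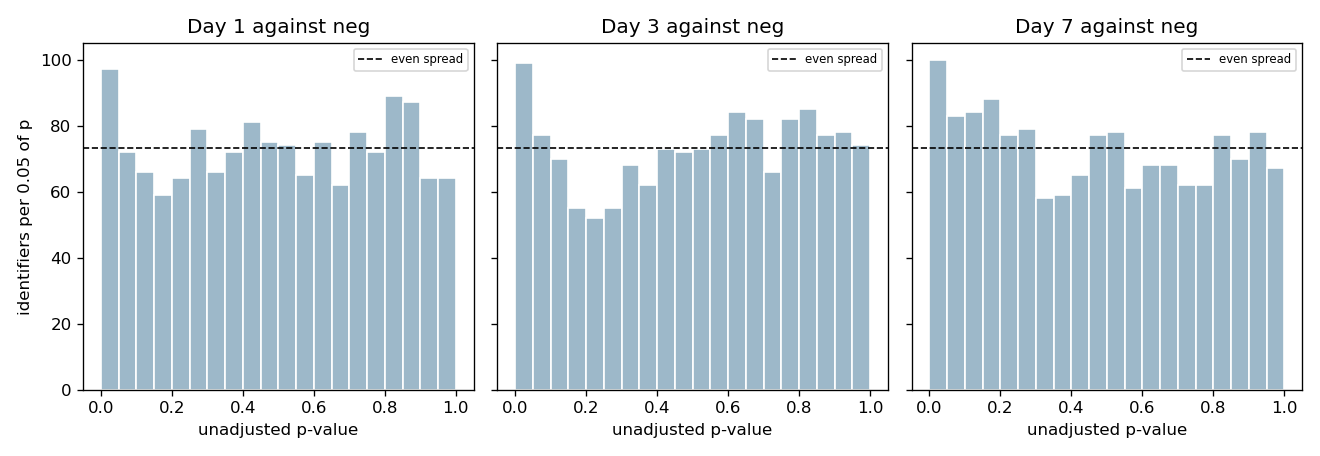
Number of identifiers (vertical axis) in each step of 0.05 of the unadjusted edgeR p-value (horizontal axis) for day 1, day 3 and day 7 against neg, over 1461 identifiers. The dashed line is the number per step for an even spread of p-values, and the first step holds 97, 99 and 100 identifiers.

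The days were also compared with each other, to ask whether the response changed with time. Day 3 against day 1 gave 0 identifiers at an adjusted p under 0.05 in edgeR and 104 at an unadjusted p under 0.05. Day 7 against day 1 gave 0 and 106, and day 7 against day 3 gave 0 and 101. The smallest adjusted p-values were 0.612, 0.35 and 0.128. The F-test over the 4 groups gave 0 identifiers at an adjusted p under 0.05 and 126 at an unadjusted p under 0.05, with a smallest adjusted p of 0.44. In data simulated with these library totals, genes were changed at day 7 only, and the pairwise test was day 7 against neg. Recovery in the other pairwise comparisons was not simulated. At 2-fold the pairwise test recovered 0 and the F-test 1 of 164 genes. At 4-fold the pairwise test recovered 102 and the F-test 96 of 175 genes, and at 8-fold 134 and 130 of 176.

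The identifiers below were singled out after their values were seen, and none passed the adjusted threshold in edgeR. ENSMUSG00000029580 had the smallest p-value among those higher at day 7 than in neg, with a log2 fold change of 2.33 (SE 0.55, adjusted p 0.232). It had 10251 ± 355 counts per Mio (CPM, relative to the TMM-scaled total of the tested identifiers) in neg and 51456 ± 49608 at day 7 (SD, n = 3 each), where 8538 of its counts came from replicate 3. ENSMUSG00000017493 had the smallest p-value among those lower at day 7, with a log2 fold change of -1.57 (SE 0.38, adjusted p 0.232), from 558.5 ± 94.8 to 186.3 ± 19.8 CPM. ENSMUSG00000026277 had the smallest p-value of the pairwise tests, with a log2 fold change of -1.73 at day 7 against day 3 (SE 0.36, adjusted p 0.128), from 427.6 ± 65.2 to 128.7 ± 27.3 CPM. ENSMUSG00000034158 had 10, 21 and 16 counts in neg and 223, 681 and 4910 counts at day 7 in replicates 1, 2 and 3. Its log2 fold change was 5.71 (SE 1.69, adjusted p 0.638) in edgeR, and in DESeq2 it was 5.79 with an adjusted p of 0.00093.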

Values the study reported

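The study stated that each of its libraries was sequenced to about 20 Mio reads. For its RNA sequencing, the retinas of 3 zebrafish were taken at each of days 1, 3 and 7 after injury.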

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

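The tests in this part were chosen before their own results were seen, although the patterns they address were already known, except that the count at the lower depth with the identifier kept was chosen after the result was seen.

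The number of identifiers at equal depth moved in opposite directions at different days. All 3 day 3 libraries lay below the neg mean of 6461 identifiers, between 5891 and 6339, while all 3 day 1 libraries lay above it, between 6486 and 6866, and so did all 3 day 7 libraries, between 6656 and 6989. The day 3 mean minus the day 1 mean was -508 identifiers, and the day 7 mean minus the day 3 mean was 702. The opposite directions were not tested as an interaction. Each difference between days had an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow, and the neg libraries themselves spanned 5783 to 7152. A candidate explanation is that ENSMUSG00000035202 takes so many counts at day 3 that fewer remain for other identifiers. Without it, and at an equal depth of 24946 counts, the difference between day 7 and day 3 was 322.4 identifiers (exact permutation p 0.2), and no pair of days lay wholly on opposite sides of the neg mean. With the identifier kept at that same depth, the difference was 670.4 (exact permutation p 0.1) and the days still lay on opposite sides, so the removal and not the lower depth narrowed the difference. The mean share of the identifier was larger at day 3 (31.5%) than at day 7 (20.8%), so leaving it out favours a narrower difference by construction. The narrowing therefore shows that the measure depends on that share, and cannot tell why the share differs between the days. The difference that remained, in a design whose exact p cannot fall under 0.1, was not explained. Depth as such was equalised by the measure.

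The share of the 10 largest identifiers of each library also moved in opposite directions at day 3 and day 7. It was 43.0% to 49.6% at day 3, above the neg mean of 36.6% in all 3 libraries, and 30.2% to 33.9% at day 7, below it in all 3. The day 7 mean minus the day 3 mean was -13.5 percentage points (exact permutation p 0.1, the smallest possible), and the opposite directions were not tested further. The neg libraries spanned 22.4% to 49.4%. Without ENSMUSG00000035202 the difference was -6.84 percentage points (exact permutation p 0.2) and the days no longer lay on opposite sides. The identifier is itself one of the 10 largest, so leaving it out narrows the difference by construction, and this cannot tell whether it accounts for the pattern. Why its share varies was not tested, and a response to injury is not shown by these values.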

How the results depend on the processing

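Of the alternatives tried here, thinning and leaving out the most abundant identifiers were chosen after seeing the data, and so was the test on identifiers concentrated in a single library.

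For the 7 counts of identifiers with an adjusted p-value under 0.05, 143 of 160 alternative values stayed at 0 and 17 did not. A further 13 values under stricter thresholds are not counted, since they could not rise above 0. Without the filter on low counts, 14 identifiers were called at day 1 against neg, 15 at day 3 against neg, 19 at day 7 against neg, 4 at day 3 against day 1, 18 at day 7 against day 1, 15 at day 7 against day 3 and 65 over the 4 groups. Of the 67 distinct identifiers called, 39 (58.2%) had more than 50% of their counts in 1 library, against 4.1% of 8085 identifiers with at least 13 counts, so single-library counts may produce part of these calls. The share was lower for day 1 (35.7%, 5 of 14) and day 3 (46.7%, 7 of 15) against neg. Only 33 of the 67 failed the filter, and why the others were called without it was not tested. DESeq2 called 1 identifier at day 7 against neg and 11 over the 4 groups, and a fit of only the 2 groups compared called 1 at day 7 against day 3. The cause of the 11 calls and of the latter was not tested.

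Across the 12 fits that each left out one replicate, the count ranged from 0 to 1 for day 3 against neg, day 7 against neg, day 3 against day 1 and day 7 against day 1, and from 0 to 2 over the 4 groups. It stayed at 0 for day 1 against neg (87 to 117 at an unadjusted p under 0.05) and for day 7 against day 3 (95 to 119). These fits also changed which identifiers passed the filter, with 1754 to 1848 tested against 1461 with all libraries. Their numbers at an unadjusted p under 0.05 are therefore not directly comparable with those of the main fit. The cause of the calls was not tested.

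With the replicate number as a replicate block, the count was 0 in all 7 tests, with 54, 57, 73, 66, 78, 72 and 69 identifiers at an unadjusted p under 0.05 in the order of the tests above. Deviations of same-numbered libraries from their group means had a mean correlation of -0.0111, and the libraries of different days come from different fish, while the labels do not say so of neg.

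The separation of groups (0.0138) was no longer past the threshold with the 500 most variable identifiers (0.0265, exact permutation p 0.0542), with a mean of at least 50 counts (0.0222, exact permutation p 0.136) and with counts thinned to the smallest library (0.0111, median permutation p 0.0772 over 20 draws). The cause of the first and second was not tested. Across the fits that left out one replicate it ranged from 0.0025 to 0.0265, and the exact permutation p from 0.00416 to 0.36. It was no longer past the threshold when any one of the day 3 or day 7 libraries was left out.

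Scaling by library totals alone moved the median log2 fold change of all tested identifiers by over 0.1 in several comparisons. It moved to -0.33 at day 3 against neg, 0.13 at day 7 against neg, -0.40 at day 3 against day 1 and 0.47 at day 7 against day 3. The log2 fold changes of the 4 identifiers singled out kept their direction in all 88 alternative values, and 87 of these stayed on the same side of the threshold. The exception was ENSMUSG00000034158 in DESeq2. That of ENSMUSG00000029580 ranged from 1.16 to 2.75 (adjusted p 0.0503 to 1), and in the edgeR F-test over the 4 groups without day 7 replicate 1 it was the 1 identifier called (adjusted p 0.0342).

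The tests of 16 results on gene lists, the rod and cone share, its use as a covariate, set-test alternatives and the removal of mitochondrial genes were not run, since the identifiers could not be matched to zebrafish names. In data simulated with changes at day 7 only, the test of day 7 against neg recovered 0% of 2-fold and 58.3% of 4-fold changes. Whether depth, the number of libraries or the spread between them sets this limit was not tested.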

Other observations

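Apart from the thinning of libraries and the DESeq2 fit without a library, the tests in this part were chosen only after the result was seen. The thinning was not planned either and was chosen after seeing the data.

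The median library total here was 0.401% of the planned reads, with a largest value of 0.862%. That is far lower than the depth quoted from the study above. All 25700 identifiers were mouse ones. A candidate explanation is that zebrafish reads were counted against a mouse annotation, so that only reads from very similar sequences were assigned, and the small totals fit that account. Mouse libraries under zebrafish labels would instead be expected to give totals near the planned depth, but the number of reads truly sequenced was not used here, so the values cannot exclude it. RNA from another organism was not tested. Under the first account, counts describe cross-species assignment and not expression of the zebrafish genes, which limits every comparison made with them.

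Other splits of the same samples were used to ask whether the numbers of identifiers at an unadjusted p under 0.05 stand apart. Splits that part every same-numbered pair number 4 for each pair of groups, so that the share cannot fall under 0.05. As many identifiers were reached in 2 of 4 splits for day 1 against neg and in 4 of 4 splits for day 3 against neg. For day 7 against neg, day 3 against day 1, day 7 against day 1 and day 7 against day 3 it was 1 of 4 splits, the real one. The remaining splits keep some same-numbered pairs together. Over all 10 splits, as many were reached in 5 for day 1 against neg, in 4 for day 3 against neg and in 1, the real one, for each of the other comparisons. Over the 4 groups, 6 of 100 splits drawn from 576 gave at least 126 identifiers, so a count of that size may arise from the spread between libraries.

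Libraries with more counts resembled the others more. The log10 total correlated with the mean Spearman correlation to the other libraries with r = 0.898 (permutation p 2e-05, the smallest these permutations can give; adjusted 4e-05) and rho = 0.916 (permutation p 8e-05; adjusted 0.00016) over 12 libraries, in a family of 2 relations. Without the 2 libraries farthest from the median total, r was 0.914. The relation was not recomputed within the groups of 3, and the labels give no batch. In every group the library with the highest total also had the highest mean correlation. The library with the lowest total had the lowest mean correlation in neg and at day 1, but not at day 3 or day 7. Mean totals were unequal between the groups (exact permutation p 0.0129 on log10 totals), and depth may contribute to the separation of groups. The difference did not pass adjustment (adjusted 0.155) in a family of 12 tests, most of which cannot fall under 0.1. After thinning to 38936 counts, the median permutation p for the separation was 0.0772 (0.0271 to 0.156 over 20 draws, 3 of them under 0.05). Thinning also adds counting noise, and the test does not part the 2 effects.

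A total of 43 identifiers had at least 100 counts in 1 library and at most 10 in each of the others. There were 0 to 8 of them per library, holding 0% to 6.01% of its counts. Their number did not follow the log10 total (r = 0.305, permutation p 0.334; rho = 0.22, permutation p 0.492; adjusted values the same; r = 0.116 without the 2 libraries farthest from the median), so no relation with depth was seen. No biological explanation was tested.

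ENSMUSG00000047545 held 2.50% to 10.95% of the counts of 7 libraries and had 0 counts in the other 5. The 7 libraries were 1 of neg, 2 of day 1, 3 of day 3 and 1 of day 7, and the exact permutation p over the groups was 0.591. At the lowest share seen, at least 1062 counts would be expected in each library at 0, so depth does not account for it. Of 33 identifiers reaching 1% of a library, 8 had 0 counts in another. What separates these libraries was not found.

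ENSMUSG00000034158 was the only identifier called by DESeq2 at day 7 against neg. Without day 7 replicate 3 its log2 fold change in DESeq2 was 3.90 with an adjusted p of 0.126, against adjusted p-values from 0.00093 to 0.895 over its alternatives. The call may therefore depend on that library, whereas the direction did not, and its counts were higher in all 3 day 7 libraries than in all 3 neg libraries. Leaving out a library also lowers the power of the test, and the 2 effects were not parted.

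Rows with the same counts in all 12 libraries numbered 32 in 11 sets, 0.503% of the 6357 identifiers with at least 20 counts in total. Whether these are overlapping genes was not tested.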
